A study of Mus musculus with 12 samples.

How the data were processed

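RNA was measured in peeled urothelium, an epithelial lining stripped from the tissue beneath it, of 12 mice in 4 groups of 3: Stag2 wild-type (WT) and Stag2 knockout (KO) animals, taken 1 week or 1 month after the start of a diet with TMX, read here as tamoxifen, which the labels name as the induction. Per the labels' protocols, libraries were made from total RNA with a kit that reads the 3′ ends of polyadenylated transcripts (QuantSeq, forward version), primed with oligo-dT, and reads carry the sense strand. The unit of both tables is raw counts per gene, and per the labels' protocols the strand-aware setting of HTSeq applies to these libraries. The aligner, the software versions, the genome build and the gene annotation are not stated, and replicates were not pooled. The deposited count tables, 1 for each time, list the same 23337 gene symbols, with a column for each library. The values are whole numbers whose column totals differ between libraries, as raw counts do. No column of per-sample values was left unassigned.

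Groups were taken from the genotype and time in the labels, and replicates were numbered in accession order, so a replicate number pairs no animals. The labels also give a sequencing batch: batch 1 holds all 6 libraries of 1 week, batch 2 holds 2 WT and 2 KO libraries of 1 month, and batch 3 holds replicate 3 of both genotypes at 1 month. Time and batch can therefore not be told apart, and no test of time within a genotype was made. The labels do not give the sex of the animals. The title of WT replicate 3 at 1 month and the library name in its description carry different animal numbers, and the column was matched through the library name.

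The main test was edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3, robust dispersions) on the counts as deposited, with TMM scaling and the tool's default filter on low counts, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each time had its own fit of 6 libraries, with batch as a covariate at 1 month. The difference between the genotype effects of both times was tested as an interaction in a fit of all 12 libraries with batch. The standard error of a log2 fold change was taken as its absolute value over the square root of the F statistic. CPM relate each count to the total of its library, which was scaled by TMM where they are given as group means ± SD, and log2 CPM used a prior count of 2.

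Gene lists for S phase, G2/M, luminal urothelium, basal urothelium and interferon response were written before the data were examined. So were lists of cohesin genes, of stromal and immune markers, of 4 Y-linked genes, and of DREAM and partner genes. The last of these holds genes of the DREAM complex, its E2F and retinoblastoma partners, and Mybl2 and Foxm1. The first 5 were tested at each time with limma's camera (version 3.58.1), which asks whether a list moved relative to the other genes, two-sided, with a fixed inter-gene correlation of 0.01 and adjustment over the 5 lists. The value given is the mean log2 fold change of the list. List scores per library are means of log2 CPM, compared with a two-sided exact permutation test, which with 3 against 3 cannot give a p under 0.1. Genes named in the text follow a rule fixed before the data were examined: Stag2, Stag1 and Stag3, then at each time up to 5 higher and 5 lower genes with the smallest adjusted p among called genes without overlap of CPM between the genotypes, then up to 3 called genes of each list per time, up to 3 called genes of the interaction, and up to 5 genes called at both times. Dbp and Mki67 and the genes of the Dbp check were chosen after their values were seen, and so were 4 X-linked genes that escape X inactivation.

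The steps were tested on simulated data before use. Counts were drawn for the real genes from the real library sizes and dispersions, with 200 genes changed 4-fold. At 1 week, over 12754 genes, 38 of the 200 were recovered (19%) with 4 false calls. At 1 month, over 12139 genes, 174 were recovered (87%) with 14 false calls. In the interaction, over 13122 genes, 8 were recovered (4%) with 0 false calls. A list of 40 raised genes was found in each fit, with a camera adjusted p of at most 3.58e-11. The genes were drawn independently of each other, so this does not test the list results for genes that move together.

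Total counts per library ranged from 5580961 to 9497088. A floor of 3 counts corresponds to between 0.316 and 0.538 CPM, and a fold against a group whose libraries are all at or under it is given as a lower bound. Such floors cover counting error alone, since the reads carry no stated molecular identifiers. Chromosomes and the order of neighbouring genes come from the GENCODE M21 annotation of GRCm38, matched by symbol for 20940 genes and through a RefSeq synonym for 1919, with 478 left without a match. Because the build behind the counts is not stated, no coordinates are given.

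Alternatives tried were other scaling (size factors as in DESeq2, or library size), no filter on low counts or a mean of at least 20 counts, dispersions without the robust option, leaving out the 10 most abundant genes and mitochondrial genes, a stromal and immune score or a sex index as covariate, no batch covariate, batch 2 alone, 1 fit of all 12 libraries, DESeq2 (version 1.42.0), limma voom, other set tests, an adjusted p under 0.1, a minimum log2 fold change of 1, and each library left out in turn. The sex index is the log2 ratio of Xist to the sum of the 4 Y-linked genes. A fit of all 12 libraries with that index was added after the data were seen. Figures were drawn with matplotlib 3.10.9.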

Results

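Transcript levels were measured in peeled urothelium of Stag2-WT and Stag2-KO mice to find the effects of losing Stag2, an X-linked gene for a subunit of cohesin, the ring complex that holds chromatin loops and sister chromatids. The study's title ties this loss to DREAM, a complex that represses cell cycle genes in resting cells, and to quiescence of the urothelium. There were 3 libraries in each of 4 groups: WT and KO at 1 week, and WT and KO at 1 month after the start of the tamoxifen (TMX) diet. Total counts per library ran from 8157069 to 9497088 in WT and from 5620137 to 8672620 in KO at 1 week, and from 5940242 to 6626132 in WT and from 5580961 to 8308467 in KO at 1 month. No pair of replicates had counts within sampling noise of each other, so each library was counted as a separate sample.

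The targeted gene was examined in each library as a check of the labels. Stag2, on chromosome X, had 129.9 ± 28.8 CPM (SD, n = 3) in WT and 66.96 ± 8.27 CPM in KO at 1 week, and 55.1 ± 7.70 CPM in WT and 31.8 ± 10.4 CPM in KO at 1 month. At both times each KO library had less Stag2 than every WT library of that time. The log2 fold change was -0.89 (SE 0.27) at 1 week, with an edgeR adjusted p of 0.198, and -0.88 (SE 0.22) at 1 month, with an adjusted p of 0.0507, so neither passed the threshold over all genes. Within batch 2 the log2 difference at 1 month was -0.64 and within batch 3 it was -1.18. Counts per KO library were between 127 and 564, so the transcript remained detectable in every KO library. The assay counts 3′ ends, so these counts do not show whether the remaining transcripts are intact or how complete the loss of Stag2 function is. The adjusted p at 1 week was lowest under DESeq2, at 0.0355. The related genes Stag1 (chromosome 9) and Stag3 (chromosome 5) did not pass the threshold at either time. Stag1 changed by 0.71 (SE 0.34, adjusted p 0.366) at 1 week and by -0.00 (SE 0.27, adjusted p 0.995) at 1 month. Stag3 was low in all groups, with 1.72 ± 0.239 CPM in WT at 1 week.

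Transcripts that differ between the sexes separated the genotypes at 1 week. Xist, which is transcribed from the inactive X chromosome, had at most 13 counts in the WT libraries of 1 week and between 6392 and 10406 in the KO libraries. The sum of 4 Y-linked genes was between 1360 and 2140 counts in WT and between 0 and 4 in KO. At 1 month all 3 WT libraries and KO replicates 1 and 2 carried the Y-linked transcripts, and KO replicate 3 had 7764 counts of Xist and 0 of the Y-linked genes. At 1 week, every comparison of genotypes is thus also a comparison of libraries with and without Xist, and these data cannot separate them within that time.

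**Figure D1:**
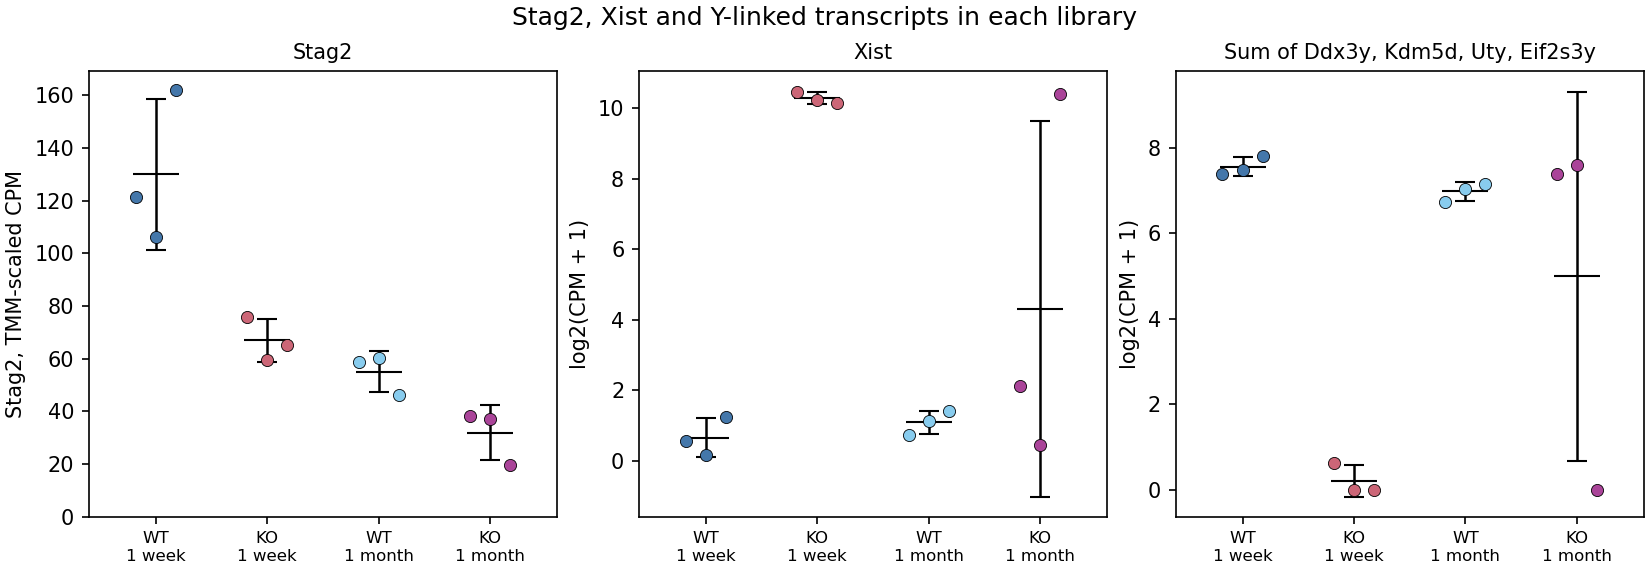
CPM of Stag2 scaled by TMM (left), log2(CPM + 1) of Xist (centre) and of the sum of Ddx3y, Kdm5d, Uty and Eif2s3y (right) in each of the 12 libraries, with group mean and SD as bar and whiskers (n = 3). Stag2 is lower in each KO library than in every WT library of the same time, and Xist is high in all 3 KO libraries of 1 week and in KO replicate 3 of 1 month.

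The libraries differed in how closely they resembled each other. Among the WT libraries of 1 week, Spearman correlations across 10825 genes were between 0.951 and 0.982. KO replicate 3 of 1 week correlated with the other libraries of that time at between 0.662 and 0.794, and it stood alone on the first principal component, with a score of 154.6 against at most 25.4 in the others. That component held 42.0% of the variance. Genes are not independent replicates, so these correlations describe the libraries only. At 1 month, the second component placed WT replicates 1 and 2 of batch 2 at 80.7 and 59.6, the KO libraries of that batch at 31.9 and 17.3, and the batch 3 libraries at -9.08 and -8.47. The biological coefficient of variation was 44.4% at 1 week and 24.2% at 1 month.

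**Figure D2:**
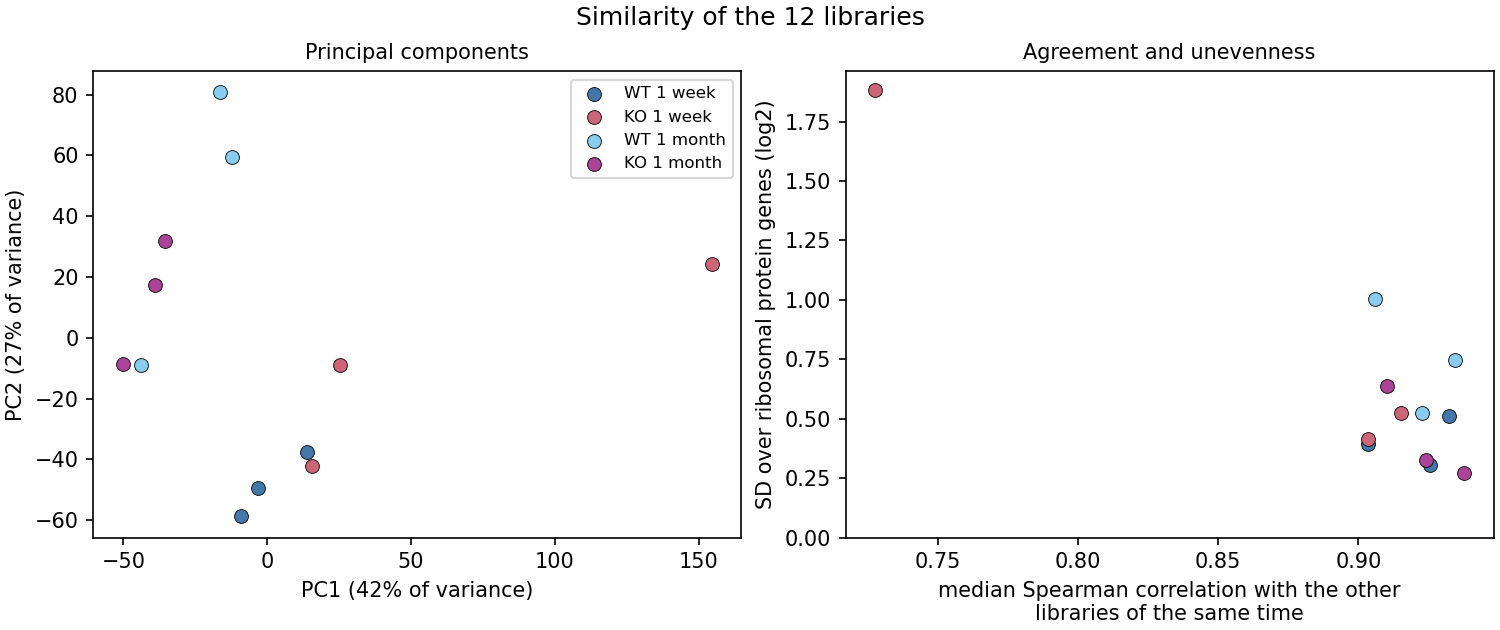
Left, the first 2 principal components of log2 CPM for the 12 libraries, coloured by group. Right, for each library, the median Spearman correlation with the other libraries of its time against the SD over 76 ribosomal protein genes of the log2 difference to the median of those libraries. KO replicate 3 of 1 week lies apart in both panels, at a correlation of 0.727 and an SD of 1.88.

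The first comparison asked which genes differed between KO and WT at 1 week. Of 12754 genes tested, 8 passed an edgeR adjusted p of 0.05, 2 higher and 6 lower in KO, and 1976 had an unadjusted p under 0.05. The CPM of the genotypes did not overlap for 26.5% of genes, where chance gives 10%. Of the 8 genes, 5 were Xist and the Y-linked Ddx3y, Uty, Eif2s3y and Kdm5d. Xist had 0.674 ± 0.669 CPM in WT and 1243 ± 126 CPM in KO (adjusted p 0.0113). The Y-linked genes were at or under the floor in all KO libraries, and Ddx3y, with 780 to 1241 counts in WT, was at least 250.1-fold lower in KO. Vcan (chromosome 13) rose from 64.3 ± 2.97 CPM in WT to 498 ± 87.5 CPM in KO, a log2 fold change of 3.01 (SE 0.30, adjusted p 0.0275). At 1 month Vcan differed by -0.47 within batch 2 and by 1.89 within batch 3, the batch whose KO library carries Xist. Hrh3 (chromosome 2) had 149, 169 and 178 counts in WT and 0 in each KO library, and was at least 44.2-fold lower (adjusted p 0.0275). Dbp (chromosome 7) fell from 78.97 ± 23.3 to 7.59 ± 1.45 CPM, a log2 fold change of -3.32 (SE 0.37, adjusted p 0.0420), and differed by 0.07 and -0.66 within the same batches at 1 month. The number of genes moved most under DESeq2, which called 957, 687 higher and 270 lower.

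The second comparison asked the same at 1 month. Of 12139 genes tested with batch as a covariate, 269 passed, 121 higher and 148 lower in KO, and 248 of them changed by at least 1 on the log2 scale. All 269 had the same sign in both batches, where batch 3 holds a single library per genotype. The fit that called these genes used both batches, so the shared sign is no independent check. The CPM did not overlap for 13.3% of genes, against 10% by chance. The number depended on the design: it was 0 without the batch covariate, where 919 genes had an unadjusted p under 0.05, and 1614 with the sex index as a further covariate. That index was 13.9 in KO replicate 3 and between -8.75 and -5.60 in the other libraries of 1 month. With batch also in the fit, the 1614 therefore rest almost wholly on the libraries of batch 2. They do not show that the genotype effect is stronger after adjustment for sex. Ccdc3 (chromosome 2) fell from 104.3 ± 39.8 CPM in WT to 20.5 ± 6.86 CPM in KO, a log2 fold change of -2.36 (SE 0.22, adjusted p 6.47e-04), with -2.36 in batch 2 and -2.04 in batch 3. Cntnap2 (chromosome 6) fell from 38.9 ± 8.05 to 5.65 ± 1.48 CPM, a log2 fold change of -2.82 (SE 0.28, adjusted p 8.24e-04). Fmod (chromosome 1) fell by 4.13 on the log2 scale and Lyz1 (chromosome 10) by 2.02, and Lyz1 is uncertain because its reads can be shared with a close paralog. B430010I23Rik (chromosome 8) had 32 to 78 counts in WT and at most 1 in KO.

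Among the genes that were higher in KO at 1 month, Tpmt (chromosome 13) rose from 3.98 ± 1.42 to 29.2 ± 9.19 CPM, a log2 fold change of 2.82 (SE 0.35, edgeR adjusted p 0.00222). The gene listed as 1110018G07Rik (chromosome 12, now Arel1) rose by 1.80 (SE 0.24), Trnp1 (chromosome 4) by 1.78 (SE 0.24), Colec11 (chromosome 12) by 2.70 (SE 0.42) and Lrrc32 (chromosome 7) by 1.62 (SE 0.26), with adjusted p between 0.00352 and 0.00991. At 1 week none of these 5 genes passed the threshold, and their log2 fold changes lay between 0.36 and 1.10. Whether the effects differed between times was tested by the interaction, in which their adjusted p were between 0.111 and 0.782.

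**Figure D3:**
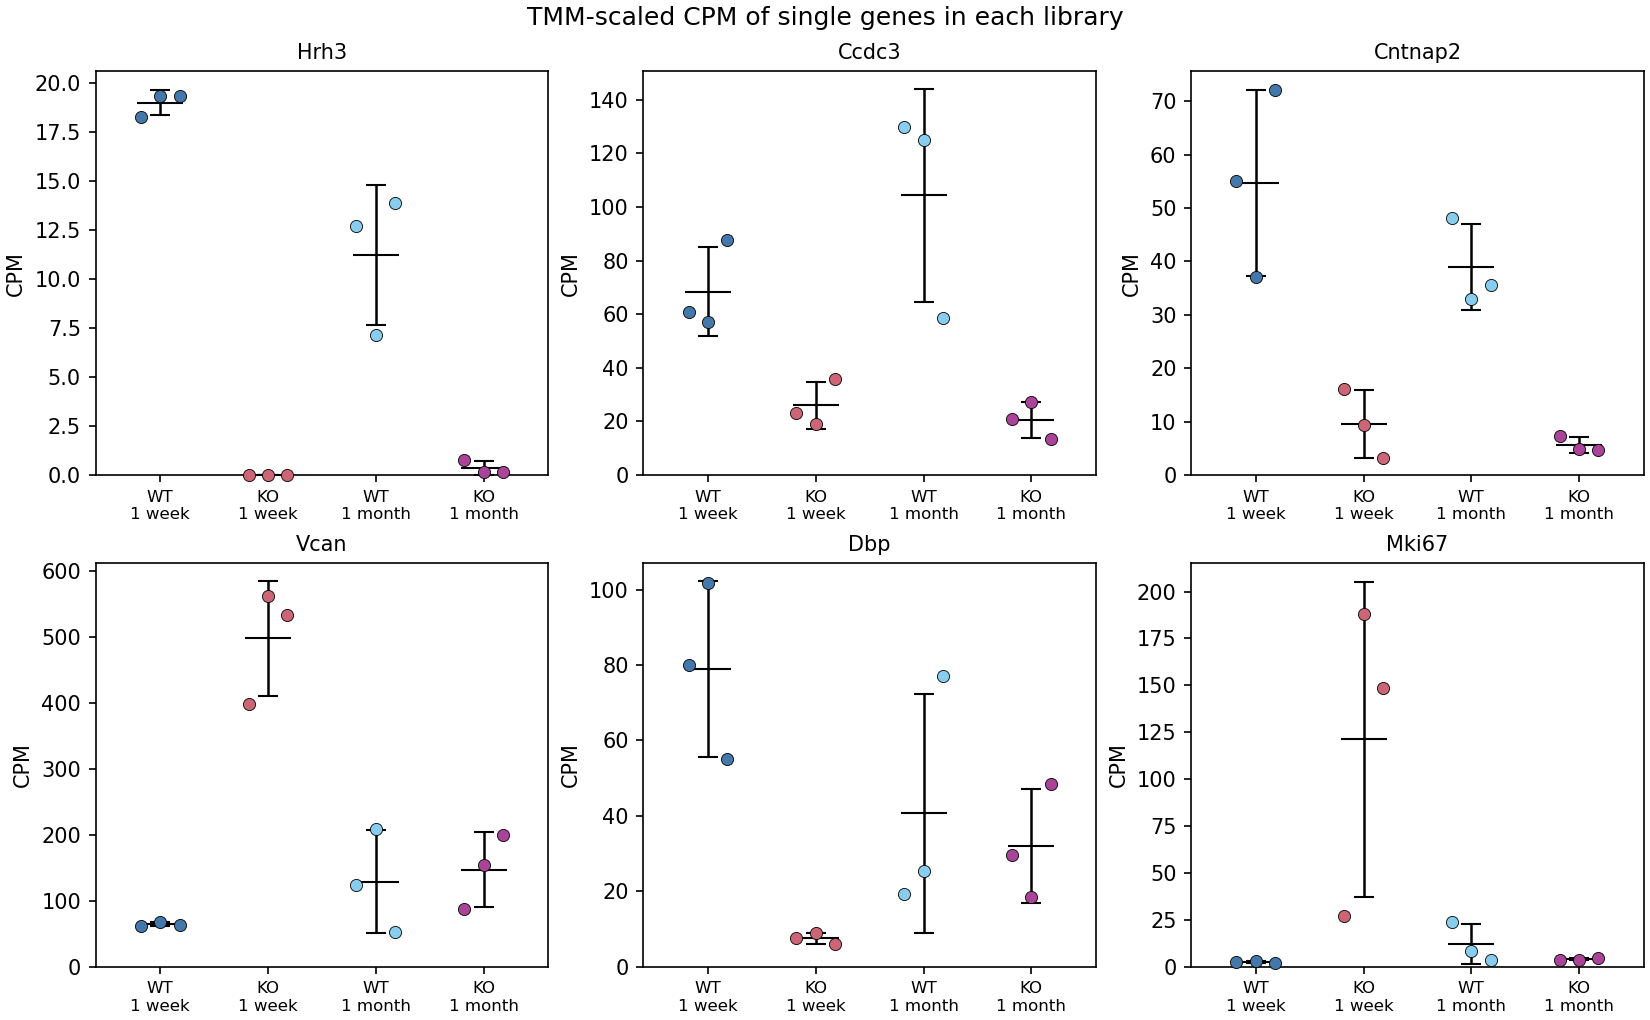
TMM-scaled CPM of Hrh3, Ccdc3, Cntnap2, Vcan, Dbp and Mki67 in each library, with group mean and SD as bar and whiskers (n = 3). Hrh3 is near 0 in all 6 KO libraries, Vcan and Mki67 are higher in the KO libraries of 1 week than in the WT libraries of 1 week, and Dbp is lower.

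Cell cycle genes were tested as 2 lists because the study concerns quiescence. At 1 week the G2/M genes rose by a mean log2 fold change of 2.30 (camera adjusted p 4.58e-18), with 39 of 43 genes higher in KO, and the S phase genes by 1.57 (adjusted p 3.16e-11), with 36 of 39 higher. No single gene of either list passed the threshold over all genes, while 27 G2/M and 18 S phase genes passed when adjusted over their own list. The G2/M score averaged 2.25 ± 0.034 log2 CPM (SD, n = 3) in WT and 4.07 ± 0.93 in KO, and each KO library was above every WT library (exact permutation p 0.1, the smallest possible). The 3 KO libraries differed among themselves: the score was 3.20, 5.05 and 3.95 in replicates 1, 2 and 3. Mki67, a gene of dividing cells, had 22, 25 and 18 counts in WT and 202, 1743 and 771 in KO (adjusted p 0.0844). The camera result rests on a fixed small correlation between genes. With the correlation estimated from the data, the adjusted p was 0.254 for both lists, and with the self-contained test fry it was 0.101 for both. With the stromal and immune score as a covariate the mean log2 fold change was 0.71 (adjusted p 0.115) for G2/M and 0.11 (adjusted p 0.946) for S phase. That score itself separated the genotypes at 1 week, with 5.34 ± 0.30 in WT and 6.21 ± 0.22 in KO. At 1 month neither list moved detectably: G2/M genes changed by -0.22 (adjusted p 0.276) and S phase genes by -0.12 (adjusted p 0.376), and in batch 2 alone by -0.32 and -0.18.

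The lists of urothelial differentiation and of interferon response were tested in the same way. At 1 week luminal genes changed by -0.06 (camera adjusted p 0.339), basal genes by 0.90 (adjusted p 0.503) and interferon genes by 0.51 (adjusted p 0.0235, 28 of 34 higher). The basal mean rests largely on Krt6a at 10.49 and Krt14 at 5.87. The basal median was 0.32, and 8 of 19 genes were lower. Over the basal list 3 genes passed, Krt6a, Krt14 and Krt1 at -2.88, named here after their values were seen. The list scores ordered the luminal, basal and interferon lists differently. The luminal score differed by -0.25 log2 CPM at 1 week, with KO libraries between 7.60 and 7.85 and WT libraries between 7.92 and 8.08 (exact permutation p 0.1, the smallest possible). The interferon score differed by 0.22 (exact permutation p 0.6), with KO replicate 3 the lowest library at 2.61, and the basal score by 0.45 (exact permutation p 0.4). At 1 month luminal genes changed by -0.34 and interferon genes by -0.41, each with an adjusted p of 0.00201, and basal genes by 0.13 (adjusted p 0.376). The scores at 1 month differed by -0.30 for luminal (exact permutation p 0.2), -0.33 for interferon (exact permutation p 0.2) and 0.20 for basal genes (exact permutation p 0.3). Of the luminal list, 18 of 24 genes were lower in KO at 1 month, 3 passed over all genes and 6 over the list. Krt20 (chromosome 11) fell from 201 ± 77.1 to 61.2 ± 14.8 CPM, a log2 fold change of -1.76 (SE 0.25, edgeR adjusted p 0.00601), and Tjp1 (chromosome 7) changed by -1.12 (SE 0.23, adjusted p 0.0284). Gsdmc2 (chromosome 15) rose by 1.18 (SE 0.24, adjusted p 0.0292), and its reads can be shared with its paralogs. In the interferon list, Ifi27l2a (chromosome 12) changed by -1.63 (SE 0.26, adjusted p 0.0102), again with paralogs. With the correlation estimated from the data, the adjusted p of the luminal and interferon lists at 1 month was 0.488. Of the stromal and immune list, 7 of 20 genes were higher in KO at 1 month and 3 passed, Cd74 at -1.76 (adjusted p 0.00344), C1qa at -1.95 (adjusted p 0.0121) and C1qb at -1.38 (adjusted p 0.0302).

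**Figure D4:**
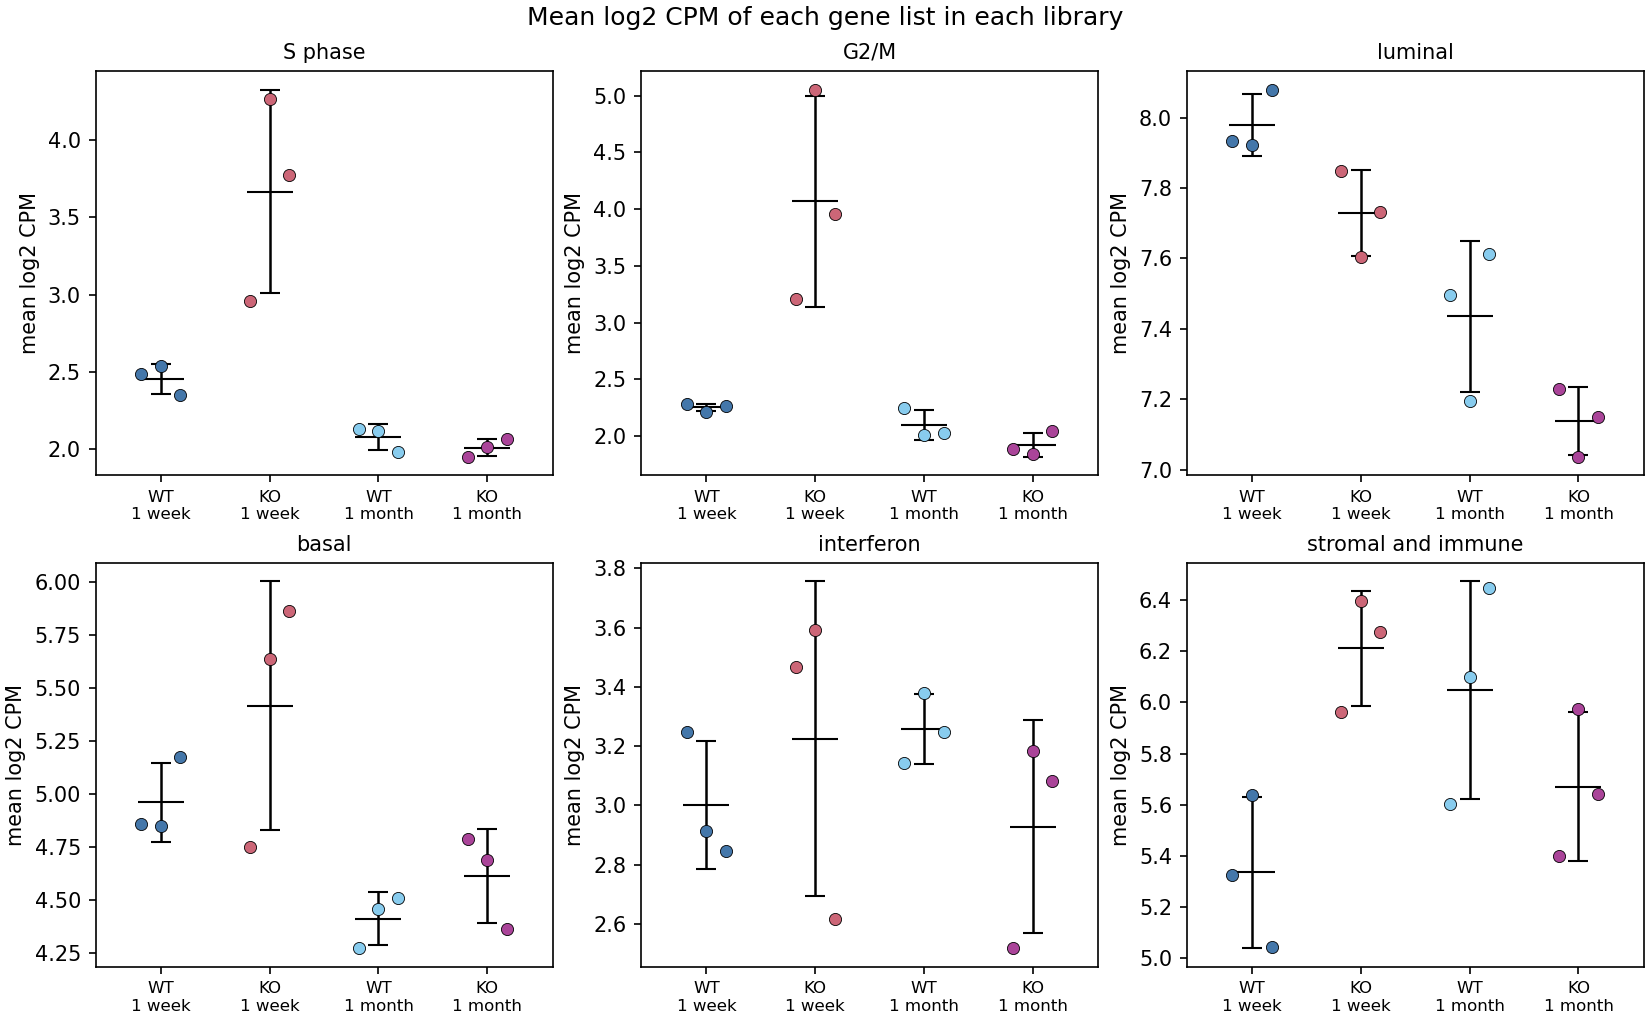
Mean log2 CPM of the genes of 6 lists in each library, with group mean and SD as bar and whiskers (n = 3), each panel on its own axis. The G2/M and S phase scores of the 3 KO libraries of 1 week lie above those of all WT libraries, and at 1 month the genotypes overlap.

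Genes of the 2 complexes the study concerns were summarised apart from the tests. Of 17 DREAM and partner genes tested at 1 week, 13 were higher in KO, with a mean log2 fold change of 0.66. Of these genes 0 passed over all genes or over the list. The mean rests largely on E2f1 at 2.06, Foxm1 at 2.05, Mybl2 at 1.86, E2f2 at 1.69 and Rbl1 at 1.25, named after their values were seen. Lin9, Lin37, Lin52, Lin54, Rbl2 and E2f4 lay between -0.31 and 0.62. At 1 month 7 of 15 were higher, with a mean of -0.09, and 0 passed. Of 19 cohesin genes tested at 1 week, 0 passed over all genes and 2 over the list. These were Cdca5 at 3.81 (SE 0.88) and Esco2 at 3.19 (SE 0.64), named here after their values were seen. The S phase and G2/M lists rose in the same libraries. Neither these rises nor those in the DREAM list can be told apart from that general rise of cell cycle genes. At 1 month 1 of 16 cohesin genes passed over the list, which was Stag2.

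The last comparison asked whether the genotype effect differed between the times. Of 13122 genes, 0 passed the interaction test, the smallest adjusted p was 0.0879, and 2611 had an unadjusted p under 0.05. Without a filter on low counts 137 genes passed, and under DESeq2 917. As lists, the effect was lower at 1 month than at 1 week by 2.76 for G2/M (camera adjusted p 6.31e-15), 1.69 for S phase (adjusted p 7.31e-08) and 0.92 for interferon genes (adjusted p 3.17e-04), and did not differ detectably for luminal (adjusted p 0.557) and basal genes (adjusted p 0.655). Across the 11919 genes tested at both times, the log2 fold changes had a Spearman correlation of -0.21, and 41.1% had the same sign. Of the 7 and 264 of these genes called at 1 week and 1 month, 1 was called in the same direction at both, against a mean of 0.0636 in 10000 random draws (permutation p 0.0617). This gene was Hrh3, with 65, 41 and 91 counts in WT and 6, 1 and 1 in KO at 1 month, a log2 fold change of -4.83 (SE 0.57, edgeR adjusted p 0.00155).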

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

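The tests in this part were chosen after the results were seen. For 3 gene lists the genotype effect differed between the times, by a test of the difference itself: the effect was lower at 1 month than at 1 week, with differences in mean log2 fold change of -2.76 for G2/M genes, -1.69 for S phase genes and -0.92 for interferon genes. All 3 passed camera's interaction test with a fixed correlation of 0.01. Single libraries show where the G2/M and S phase differences came from. The G2/M score was 3.20, 5.05 and 3.95 in the KO libraries of 1 week and between 1.84 and 2.28 in the other 9. The S phase score was between 2.96 and 4.27 in the former and between 1.95 and 2.54 in the latter. Interferon scores overlapped at 1 week, with 3.47, 3.59 and 2.61 in KO and 2.85 to 3.25 in WT. The interferon difference joins a mean change of 0.51 at 1 week and of -0.41 at 1 month.

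The sample labels were regrouped to see how often other splits reach such differences. Of 100 drawn pairs of splits, one at each time, 3 gave as large an absolute difference for G2/M, 3 for S phase, and 8 for interferon genes, the real pair included. Of these pairs 55 kept 1 library of batch 3 in each group at 1 month, as the real split does, and among them 1 reached the G2/M difference, 1 the S phase difference and 2 the interferon difference. The interferon difference is thus matched more often when splits that confound group with batch are included. For luminal genes 36 and for basal genes 45 of the 100 pairs gave as large a difference. At 1 week on its own, the real split gave the largest G2/M and S phase change of the 10 splits (1 of 10 for each), which with 3 against 3 is the most the design can show. Camera also depends on how strongly the genes of a list move together. With that correlation estimated from the data, the adjusted p of the difference was 0.237 for G2/M, 0.237 for S phase and 0.298 for interferon genes, so a few animals whose proliferating cells all move together may account for the small p of the fixed setting.

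Other technical explanations were weighed for the same differences. Without KO replicate 3 of 1 week, the library that stood apart, the differences were -2.82 for G2/M, -1.59 for S phase and -1.01 for interferon genes, each still past the threshold, so that library alone is not the source. With the stromal and immune score as a covariate they were -2.13, -0.92 and -0.51: G2/M stayed past the threshold (adjusted p 1.58e-04), S phase (0.0823) and interferon genes (0.122) did not. In the fit of 1 week alone with the same score, G2/M genes changed by 0.71 in place of 2.30 and did not pass either (adjusted p 0.115, with 2.10e-35 to 0.254 over the alternatives). The score itself separates the genotypes at 1 week. RNA from stromal or immune cells in the peeled tissue could thus account for much of the S phase and interferon differences. It cannot be ruled out for G2/M. At 1 month, WT replicates 2 and 3 and KO replicate 2 had stromal and immune scores of 6.10, 6.45 and 5.98. The KO libraries of 1 week had 5.96 to 6.40. The G2/M scores of those 1-month libraries were 2.01, 2.02 and 1.84, and their S phase scores 2.12, 1.98 and 2.02. In the KO libraries of 1 week, G2/M scores were 3.20 to 5.05 and S phase scores 2.96 to 4.27. This would go against such RNA as the whole source only if the same cells made up the score and acted alike at both times. Cd74 had 595, 293 and 188 CPM in those 1-month libraries, against 62.9 to 138 CPM in KO of 1 week. At 1 week Tagln rose by 3.55 and Pdgfra by 2.93 on the log2 scale, while Cd74 changed by 0.04. Equal scores can thus stand for different cells, so the comparison does not decide the question. With the sex index the differences were -2.00, -1.09 and -0.76 for G2/M, S phase and interferon genes. Each was still past the threshold (adjusted p 5.72e-12, 2.85e-05 and 3.40e-04). KO replicate 3 of 1 month, the female library of that time, had a G2/M score of 2.04, inside the range of 1.84 to 2.25 of the 5 male libraries, and an S phase score of 2.06, inside 1.95 to 2.13. Both observations go against sex as the whole source. They rest on that single library and assume that sex acts alike at both times, and at 1 week sex and genotype coincide, so they do not exclude it.

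Bias of the assay was tested on the 1-week effects. Against 10000 random lists matched on expression, transcript length and GC content of the 3′ end, the G2/M mean and the S phase mean were both at percentile 100. After every library was thinned to the lowest total, the mean log2 fold change was 2.19 for G2/M and 1.52 for S phase. Length, GC content and depth therefore do not account for the rise. A part played by sex at 1 week, or by a difference in the cells that were peeled, is not excluded, and the correlation within the lists leaves it unsettled whether the rise extends beyond these 3 animals. A biological hypothesis is that loss of Stag2 is followed at 1 week by entry of some urothelial cells into the cell cycle, which has subsided at 1 month. Animals matched for sex at 1 week would test it.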

How the results depend on the processing

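No paired analysis was possible because the labels give animals no shared replicate numbers, and replicates were numbered in accession order. The sex index could not be run as a covariate at 1 week, where it coincides with genotype, and so was not run for genes called at both times. In its place, a fit of all 12 libraries with the index was added after the data were seen. The causes of the changes below were not tested.

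The number of genes at 1 week was 8. It was 957 under DESeq2, 553 in 1 fit of all 12 libraries, 62 without a filter and 102 at an adjusted p under 0.1, and each of these held the same 8 genes. It was 0 with the stromal and immune score (396 genes at an unadjusted p under 0.05) and 0 in the fit of 12 with the sex index (261). It ran from 0 to 320 across the 6 fits that each left out a library (1087 to 2825 at an unadjusted p under 0.05). At 1 month it was 269, and 781 under DESeq2, 1276 without a filter, 843 at an adjusted p under 0.1, 561 with library size only, 1192 with the stromal and immune score, 1614 with the sex index and 1474 in batch 2. It was 0 without the batch covariate (919 at an unadjusted p under 0.05) and 0 in the fit of 12 (1180), where the larger spread of 1 week is shared. The fits with the sex index and in batch 2 are not separate checks. At 1 month the index nearly marks KO replicate 3 alone, so both rest almost wholly on batch 2. Leaving out a library gave 45 to 1522 genes. Library size only moved the median log2 fold change at 1 month to 0.22, from -0.01 under TMM, and the calls to 456 higher and 105 lower, from 121 and 148. The interaction gave 0 genes, and 917 under DESeq2, 137 without a filter, 71 at an adjusted p under 0.1, and 0 to 440 with a library left out, where 1728 to 3983 had an unadjusted p under 0.05. Genes called at both times numbered 1, and 61 under DESeq2, 12 without a filter, 10 at an adjusted p under 0.1, 0 with the stromal and immune score, and 0 to 19 with a library left out.

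Stag2 counts were lower in KO under every alternative run, but the size of the decrease varied. Its log2 fold change ranged from -1.01 to -0.19 at 1 week and from -0.96 to -0.66 at 1 month. With a library left out, Stag2 at 1 week stayed between -1.01 and -0.78. It passed the threshold at 1 week under DESeq2 (-0.89, adjusted p 0.0355) and in the fit of 12 (-0.91, 0.0493), and at 1 month under DESeq2 (-0.88, 0.0145) and without a filter (-0.84, 0.0124). Its adjusted p ranged from 0.0355 to 1.00 at 1 week and from 0.0124 to 0.590 at 1 month.

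Estimating the inter-gene correlation or using fry took every list past the threshold below it, without moving its mean: 2.30 for G2/M, 1.57 for S phase and 0.51 for interferon genes at 1 week, and -0.34 for luminal and -0.41 for interferon genes at 1 month. With the stromal and immune score G2/M (0.71), S phase (0.11) and interferon genes (0.30) at 1 week and interferon genes at 1 month (-0.18) no longer passed. Interferon genes at 1 week also failed with a mean of at least 20 counts (0.41) and in the fit of 12 with the sex index (0.31), and luminal genes at 1 month failed in batch 2 (-0.28). Lists near 0 changed sign: luminal genes at 1 week without a filter (0.076), with the stromal and immune score (0.062) and in the fit of 12 with the sex index (0.055), and at 1 month, with library size only, G2/M (0.0041) and S phase genes (0.10). With a library left out, interferon genes ranged from 0.29 to 0.64 at 1 week and from -0.60 to -0.15 at 1 month, luminal genes at 1 month from -0.45 to -0.27, and basal genes from 0.53 to 1.19 at 1 week and from -0.0035 to 0.32 at 1 month. Some of those fits crossed the threshold.

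Among single genes, Stag1 at 1 month, near 0, turned positive without a filter (0.044), with a mean of at least 20 counts (0.0074), under DESeq2 (0.0041), with its size factors (0.0034), with library size only (0.22), without the 10 most abundant genes (0.0048), in batch 2 (0.34) and with the sex index (0.32) or the stromal and immune score (0.30), and ranged from -0.18 to 0.33 with a library left out. Stag3 at 1 month turned positive in batch 2 (0.40), with library size only (0.10), the sex index (0.29) or the stromal and immune score (0.023), with -0.55 to 0.39 when a library was left out. At 1 week Stag3 turned negative with the stromal and immune score (-1.11) and ranged from -0.13 to 0.63 with a library left out, and Ifi27l2a turned to -0.029 with that score. Other values of single genes crossed the threshold without a change of sign: 100 no longer passed, and 8 passed where they had not.

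Depth limits the genes near the floor: without the filter 17990 genes were tested at 1 month in place of 12139, and those added had few counts.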

Other observations

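The tests in this part were chosen after the results were seen. Xist and the Y-linked genes split the 1-week libraries exactly as the genotype does. A mislabelled genotype could leave some KO library with as much Stag2 as WT. Of the 3 KO libraries of 1 week, 3 had less than every WT library. This goes against a swap of genotypes but cannot exclude it. The genotypes did not overlap for 26.5% of all genes at that time, and Stag2 did not pass over all genes (edgeR adjusted p 0.198). With Xist at 6392 to 10406 counts and Y-linked genes at 0 to 4 in KO, and Xist at 1 to 13 and Y-linked genes at 1360 to 2140 in WT, the KO libraries of 1 week carry the transcripts of female animals and the WT libraries those of male animals. Of the 8 genes called at 1 week, 5 are Xist or Y-linked. These counts settle the sex of the libraries. A further look was taken at Kdm6a, Kdm5c, Eif2s3x and Ddx3x, X-linked genes that escape inactivation. Their mean log2 fold change of 0.71 was at percentile 94.4 among random lists matched on expression, on the side that female tissue gives, which adds nothing to what the counts settle. The 3 other genes called at 1 week, Vcan, Hrh3 and Dbp, cannot be assigned to sex or genotype within that time. At 1 month batch 2 holds male libraries alone and batch 3 compares a female KO with a male WT library. Vcan differed by -0.47 on the log2 scale in batch 2 and by 1.89 in batch 3, so its rise at 1 week was not seen among male animals at 1 month and could follow sex, although its 199 CPM in the female library was below the 209 CPM of WT replicate 2. In the fit of all 12 libraries with the sex index the log2 fold change of Vcan at 1 week was 0.72 in place of 3.01 (adjusted p 1.00, with 3.17e-19 to 1.00 over the alternatives). At 1 week the index coincides with genotype, so this fit takes its sex effect largely from KO replicate 3 of 1 month. For Vcan it therefore adds no evidence separate from the batch 3 difference. The stromal and immune score also separated the genotypes at 1 week, with 5.34 in WT and 6.21 in KO. A difference in the cells that were peeled is thus not excluded for Vcan either. Dbp differed by 0.07 in batch 2 and by -0.66 in batch 3, and Hrh3 by -2.89 and -3.69.

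The other splits of the samples were counted for each result of a model. At 1 week 1 of the 10 splits, the real one, gave as many as 8 genes, and the other 9 gave 0, with between 72 and 1374 genes at an unadjusted p under 0.05. At 1 month 1 of 10 gave as many as 269, and the other 9 gave 0, with between 57 and 1254 genes at an unadjusted p under 0.05. At that time 4 of the 10 splits put both libraries of batch 3 in the same group, which partly confounds group with batch, and 6 keep 1 in each as the real split does. Of these 6, 1 gave as many as 269. With 10 splits the share cannot go under 0.1, and at 1 week the real split is also the split by Xist. For a gene called at both times, 1 of 100 drawn pairs of splits reached the real count of 1, which shows nothing further, since every other split gave 0 genes at its own time and so 0 shared ones. For the interaction all 100 drawn pairs reached the real count of 0, as any pair must, and the highest count in a regrouped pair was 7. For the list means at 1 week, the number of the 10 splits with as large a value was 7 for luminal, 2 for basal and 2 for interferon genes. At 1 month it was 2 for S phase, 4 for G2/M, 3 for luminal, 5 for basal and 4 for interferon genes. Of the 6 splits balanced for batch it was 1 for S phase, 1 for G2/M, 1 for luminal, 3 for basal and 2 for interferon genes, numbers too small to settle whether these changes exceed chance.

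KO replicate 3 of 1 week stood apart from all other libraries. Over 76 ribosomal protein genes, whose levels usually run together, its log2 difference to the median of the other 1-week libraries had an SD of 1.88, against at most 1.00 in the other libraries, and ranged from -7.39 to 1.83. Rpl27 had 26 counts there and at least 2868 in the other libraries of 1 week. Across 10722 genes the difference ran with transcript length (Spearman rho 0.265, against at most 0.187 in absolute value elsewhere), from a median of -0.88 in the group of shortest transcripts to 0.29 in that of the longest, when genes were ranked by length into 5 groups. GC content of the 3′ end did not stand out (rho -0.071, within the range of the other libraries), and depth did not explain it, since after thinning all libraries to the lowest total its median correlation was 0.727 against at least 0.902 elsewhere. Its stromal and immune score of 6.27 was within the range of the others. An uneven recovery of transcripts during library construction or alignment is a candidate explanation, and the counts cannot tell these steps apart. A length effect in an assay of 3′ ends may also reflect the state of the RNA, which was not tested.

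Leaving that library out changed the overlap between times. Without it 320 genes were called at 1 week, and 19 were called in the same direction at both times, 2 higher and 17 lower in KO. Besides Hrh3 the lower genes included Ccdc3 (log2 fold change -1.71 at 1 week and -2.36 at 1 month), Cntnap2 (-2.12 and -2.82), Bex4 (-5.31 and -4.61) and Bmp2 (-1.06 and -1.02), and Greb1 (2.62 and 2.33) and Thsd4 (1.71 and 1.43) were higher. Bex4, Bmp2, Greb1 and Thsd4 were chosen after their values were seen. The Spearman correlation of log2 fold changes across genes between the times was -0.21 with all libraries and -0.07 without this one, and between -0.30 and -0.14 when any other library was left out. These lists were obtained after the library was seen to stand apart, and the choice to leave it out was fixed beforehand only as part of leaving out each library in turn.

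Hrh3, which encodes a histamine receptor, was the gene called at both times. A sex difference was tested with the KO libraries that lack Xist: their highest Hrh3 level was 0.748 CPM, below the lowest WT level of 7.17 CPM, so sex does not account for the loss at 1 month. A passenger or strain variant in the region could lower several neighbours at once, and 0 of the 20 nearest tested genes on chromosome 2 were called at 1 month. A variant that acts on Hrh3 alone would look the same, so the loss cannot be told apart from that explanation. The hypothesis that Hrh3 needs Stag2 in the urothelium remains to be tested on other animals.

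Dbp, a gene driven by the circadian clock, was lower in KO at 1 week. If animals were collected at different times of day, other clock-controlled genes should move as well. The 7 others (Per1, Per2, Per3, Nr1d1, Nr1d2, Tef and Hlf) had a mean log2 fold change of -1.37, at percentile 0.040 of random lists matched on expression, and all 7 were lower, from -0.55 for Per1 to -2.39 for Per2. At 1 month their mean was -0.07, at percentile 41.4, but changes in opposite directions cancelled in it. Per1 and Per2 each changed by 0.98, Nr1d1 by -0.88, Nr1d2 by -0.60, Per3 by -0.56, Tef by -0.42 and Hlf by 0.01. The mean therefore cannot show whether these genes differed at 1 month. A difference in the time of collection between WT and KO animals of 1 week is thus a candidate explanation, and so is a difference in the clock itself, which these data cannot separate from it.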
